# Anthocyanidins-enriched bilberry extracts inhibit 3T3-L1 adipocyte differentiation via the insulin pathway

**DOI:** 10.1186/1743-7075-8-14

**Published:** 2011-03-08

**Authors:** Rieko Suzuki, Masami Tanaka, Masakatsu Takanashi, Aashiq Hussain, Bo Yuan, Hiroo Toyoda, Masahiko Kuroda

## Abstract

**Background:**

Obesity and metabolic syndrome are important public concerns, and there is increasing demand for effective therapeutic strategies. Flavonoids are expected to improve the risk factors associated with metabolic syndrome. Anthocyanidins are a kind of flavonoids; well known for their anti-oxidative, anti-inflammatory and anti-tumor properties. However, their effects on adipocytes and molecular systems are not well defined. In this study, we examined the effects of anthocyanidins-enriched bilberry extracts on adipocyte differentiation.

**Methods:**

Utilizing 3T3-L1 cell line, we investigated that bilberry extracts and anthocyanidins induced inhibition of lipid accumulation during adipogenesis. To identify what is the most important bilberry mediated-effect, we analyzed the expressions of key transcriptional factors associated with adipocyte differentiation by Real Time (RT)-PCR. From the results of RT-PCR, we hypothesized that bilberry extracts and anthocyanidins blocks insulin signal, we determined the phosphorylation of tyrosine residues of insulin receptor substrate 1 (IRS1) protein by western blotting analysis. In addition, we compared the whole-genome expression profiles of early stage of adipocyte differentiation under four different growth conditions (DMSO, bilberry, two anthocyanidins) by microarray analyses and Gene Set Enrichment Analysis (GSEA).

**Results:**

Exposure to bilberry extracts and anthocyanidins during adipocyte differentiation inhibited 3T3-L1 differentiation. During this period, bilberry extracts and anthocyanidin significantly decreased a key adipocyte differentiation-associated marker, peroxisome proliferator-activated receptor- *γ *(Ppar *γ *) and sterol regulatory element-binding protein 1c (Srebp1c). Western blotting analysis showed that bilberry extracts and anthocyanidin decreased the phosphorylation of tyrosine residues of IRS1. In addition, microarray experiments and GSEA data revealed significantly altered expression of the known genes of the insulin pathway in cells treated with bilberry extracts or anthocyanidins in the early differentiation stages.

**Conclusions:**

Our data demonstrate that anthocyanidin enriched bilberry extracts strongly inhibit the adipocyte differentiation via the insulin pathway. Furthermore, bilberry extracts might be used as a potential complementary treatment for the obese patients with metabolic syndrome.

## Background

Obesity is the main cause of metabolic syndrome. It can lead to various complications, including hardening of the arteries and an increased risk of cardiovascular diseases, and therefore has a large impact on healthcare in both developed and developing countries [1]. The development of obesity is characterized by both increased adipocyte number (hyperplasia) and size (hypertrophy) [2], which is regulated by genetic, endocrine, metabolic, neurological, and nutritional factors [3,4]. Accordingly, understanding the mechanisms by which particular nutrients affect adipocyte differentiation would help prevent obesity and its associated diseases.

A variety of naturally occurring flavonoids have been of recent interest because accumulating evidence indicates that these compounds have beneficial health effects and are relatively safer than drugs [5,6]. Bilberry contains rich flavonoids [7], specifically anthocyanidins. Anthocyanidins have a wide range of biological functions and health benefits, such as anti-oxidative, anti-inflammatory and anti-tumor properties [8,9]. Interestingly, when rats fed on hyperlipidemic diets supplemented with bilberry extracts, their plasma triglyceride levels decreased in proportion with the amount of bilberry extracts [10]. Also, anthocyanin (glycoside of anthocyanidin)-rich diets from purple corn or Moro orange have been shown to ameliorate obesity and insulin resistance in mice fed on a high-fat diet [11-13]. However, the molecular mechanisms underlying these properties remain unknown and require further investigation in cells.

Adipocyte differentiation requires the synergistic action of multiple adipogenic transcription factors [14]. The first indication that this transcriptional network is activated is the involvement of CCAAT/enhancer-binding protein (C/ebp) family. C/ebp *β *and C/ebp *δ *are expressed in the early phase of differentiation, and they subsequently induce transcription of Ppar *γ *and C/ebp *α *[15]. Ppar *γ *and C/ebp *α *are two master regulators of adipocyte differentiation. They slog cooperatively to direct the final phase of adipocyte differentiation by activating the expression of adipocyte-specific genes, such as fatty acid synthetase, fatty acid-binding protein, leptin and adiponectin [16]. Insulin-regulated GLUT4 glucose transporters embedded in granules are transferred and merged to cell-face membrane and increase cellular glucose-uptake. As a result, lipid accumulation proceeds and adipocyte gets lipid droplet [14]. Recent investigations suggest that the lag between the appearance of C/ebp *β *and Ppar *γ *expression is due to the time required to synthesize the additional proteins that facilitate C/ebp *β *activity [16]. Specifically, the transcription of Kruppel-like factor (Klf5) is activated by C/ebp *β *and C/ebp *δ *, and Klf5 in concert with these C/ebps contributes to the induction of Ppar *γ *[17]. It is likely that additional factors in parallel pathways are induced early and converge on Ppar *γ *downstream of C/ebp *β *and C/ebp *δ *, such as Srebp1c transcription factor. Srebp1c may regulate adipocyte differentiation by increasing the transcriptional activity of Ppar *γ *, and Srebp1c is expression is significantly enhanced in response to insulin [18,19]. It has already been reported that the transcriptional network of adipocyte differentiation is dominated by three pathways (insulin, glucocorticoid and cAMP) [16].

This study was designed to evaluate the anti-adipogenic action of the bilberry extracts and anthocyanidins during differentiation of 3T3-L1 cells. Specifically, we aimed to identify the molecular mechanisms underlying the effects of bilberry extracts and anthocyanidins on the transcriptional network and explore the major pathways involved with their inhibitory effects.

## Methods

### Chemical reagents

Bilberry extracts (containing 25% anthocyanidins) were purchased from (Tokiwa Phito Chemical, Chiba, Japan). Anthocyanidins (pelargonidin, cyanidin, delphinidin, peonidin, and malvidin) were purchased from Funakoshi Co., Ltd. (Tokyo, Japan). Since bilberry extracts and all anthocyanidins are oil soluble, hence they were dissolved in DMSO, and stored in the dark at 4°C and the measured pH was 8.0 approximately. For each experiment, cells received bilberry extracts or anthocyanidins premixed with the culture medium. The final concentration of DMSO in the medium was 0.1% throughout the experiments.

### Cell culture and adipocyte differentiation

3T3-L1 preadipocytes (American Type Culture Collection, Manassas, VA) were grown to confluence in DMEM (Sigma-Aldrich, Tokyo, Japan) supplemented with 10% fetal calf serum and penicillin (100 U/ml)/streptomycin (100 *μ*g/ml). Adipocyte differentiation was induced using an Adipogenesis Assay Kit (Chemicon International, Temecula, CA). On day 0, the cells were induced with initiation media (10 *μ*g/ml insulin, 1 *μ*M dexamethasone and 0.5 *μ*M IBMX in DMEM supplemented with 10% fetal calf serum). On day 3, the initiation media was replaced with progression media (10 *μ*g/ml insulin in DMEM supplemented with 10% fetal calf serum). On day 6, the progression media was replaced with maintenance media (DMEM supplemented with 10% fetal calf serum). From days 0 to 6, the cells were exposed to the chemical reagents (DMSO, bilberry extracts 100 *μ*g/ml and anthocyanidins 100 nM). The cells are incubated at 37°C with 5% CO_2 _throughout the experiments.

### Oil Red O staining

On day 7, 3T3-L1 cells were fixed in fresh 10% formalin (pH 7.4) and stained with Oil Red O dye (Sigma-Aldrich, Tokyo, Japan). The lipid the staining was quantified by extracting the dye with 100% isopropanol and measuring the absorbance at 500 nm.

### Quantitative real-time PCR

Total RNA was isolated from 3T3-L1 cells using ISOGEN reagent (Nippon Gene, Tokyo, Japan). Total RNA was quantified using NanoDrop (Thermo Scientific) and reverse transcribed to cDNA using M-MLV Reverse Transcriptase Kit (Invitrogen Life Science Technologies, Tokyo, Japan) following the manufacturer's specifications. The expression level of genes in 3T3-L1 cells treated with bilberry extracts or anthocyanidins was assesed by quantitative RT-PCR (Stratagene Mx 3005 Sequence Detection System, Agilent Technologies, Tokyo, Japan). PCR amplification was performed using a QuantiTect SYBR Green PCR Kit (QIAGEN, Tokyo, Japan). The results are expressed as the fold increase relative to the controls after normalizing to the *β*-actin gene expression levels. The sequences of all primers used are shown in Table 1.

**Table 1:** Primer Sequences for quantitative PCR

Gene Name	**Accession Number (NCBI Nucleaotide)**	forward	Reverse
Pparγ	NM_011146.2	GTGCCAGTTTCGATCCGTAGA	GGCCAGCATCGTGTAGATGA
Adiponectin	NM_009605.4	GCACTGGCAAGTTCTACTGCAA	GTAGGTGAAGAGAACGGCCTTGT
C/ebpα	NM_007678.3	GTGTGCACGTCTATGCTAAACCA	GCCGTTAGTGAAGAGTCTCAGTTT
C/ebpβ	NM_009883.2	GTTTCGGGACTTGATGCAATC	AACAACCCCGCAGGAACAT
C/ebpδ	NM_007679.4	GATCTGCACGGCCTGTTGTA	CTCCACTGCCCACCTGTCA
Srebp1c	NM_011480.2	GTTACTCGAGCCTGCCTTCAGG	CAAGCTTTGGACCTGGGTGTG
Klf5	NM_009769.3	GGTCCAGACAAGATGTGAAATGG	TTTATGCTCTGAAATTATCGGAACTG
β-actin	NM_007393.2	AGCCTTCCTTCTTGGGTATGG	CACTTGCGGTGCACGATGGAG

### Western blotting

3T3-L1 preadipocytes were treated with DMSO, bilberry extracts or delphinidin and stimulated with insulin. After 5 min incubation, the cells were lysed in ice-cold RIPA buffer [10 mM Tris-HCl, 150 mM NaCl, 5 mM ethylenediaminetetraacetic acid (EDTA), 1% Triton X-100, 1% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS), Complete mini and PhosSTOP (Roche Applied Science, Tokyo, Japan)]. An aliquot containing 10 *μ*g protein was separated by electrophoresis on a 7.5% SDS-polyacrylamide gel and bands were electrophoretically transferred to PVDF membranes (Millipore, Tokyo, Japan). The membranes were blocked for 1 hr at room temperature in 10 mM PBS containing 0.05% Tween 20 (PBS-T) and 5% BSA (Sigma-Aldrich, Tokyo, Japan). After washing with PBS-T, the membranes were incubated with target protein specific antibodies. All primary antibodies (IRS1, phosphorylated IRS1 (pIRS1), Santa Cruz, CA) were used at a dilution of 1:1,000. The secondary antibodies (horseradish peroxidase-conjugated donkey anti-rabbit IgG; (GE Healthcare, Tokyo, Japan) and horseradish peroxidase-conjugated rabbit anti-goat IgG; (Millipore, Tokyo, Japan) were used at a dilution of 1:10,000. The target proteins were detected using an Immobilon Western Chemiluminescent HRP Substrate (Millipore, Tokyo, Japan) according to the manufacturer's directions and detected with an LAS-3000 mini (Fujifilm, Tokyo, Japan). The band densities of Western blotting were quantified using Image Gauge version 4.22 program (Fujifilm, Tokyo, Japan).

### Microarray experiment and analysis

On day 2, the cells were harvested and total RNA was extracted. The microarrays were manufactured by Agilent Technologies (Santa Clara, CA). Total RNA (500 ng) was labeled and hybridized using a Whole Mouse Genome Microarray kit and Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer's protocol (Version 5.7). Hybridization signals were detected using a DNA microarray scanner G2505B (Agilent Technologies), and all scanned images were analyzed using Agilent feature extraction software (v9.5.3.1). Data were analyzed using GeneSpring GX 7.3.1 software (Agilent Technologies) and normalized as follows: (i) values below 0.01 were set to 0.01 and (ii) each measurement was divided by the 75th percentile of all measurements to compare the one-color expression profiles. The data presented in this manuscript have been deposited in NCBI's Gene Expression Omnibus and is accessible through GEO Series accession number GSE21157: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=jvwfdguoakaucpk&acc=GSE21157. GSEA was used with HEAT http://hinv.jp/HEAT/search.php?lang=jp that has been described elsewhere [20].

## Results

### Bilberry extracts inhibited the adipocyte differentiation of 3T3-L1 cells

First, we examined the effects of bilberry extracts on the differentiation of 3T3-L1 preadipocytes into adipocytes. Differentiation was initiated by treating the cells with or without bilberry extracts (0, 10, 50, 100 μg/mL). On day 7, we found that bilberry extracts markedly diminished the lipid accumulation in 3T3-L1 cells. Furthermore, bilberry extracts inhibited the differentiation of 3T3-L1 cells in a dose-dependent manner (Figure 1A). On the other hand, bilberry extracts had no effect on cell proliferation (data not shown). In addition, bilberry extracts down-regulated the mRNA levels of Ppar *γ*; a master regulator of adipocyte differentiation. Bilberry extracts had similar effects on the expression of adiponectin, which is a major adipocyte marker (Figure 1B). These results showed that bilberry extracts are capable of inhibiting adipocyte differentiation and diminished lipid accumulation with concomitant down-regulation of Ppar *γ*.

**Figure 1:**
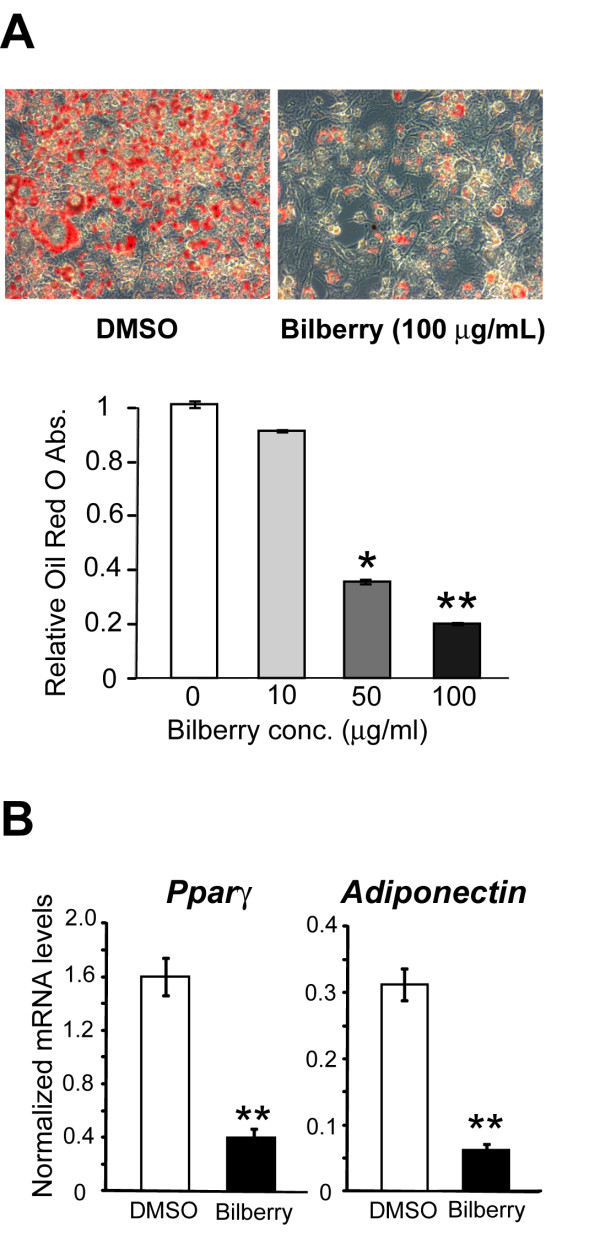
**Bilberry extracts inhibited 3T3-L1 adipocyte differentiation**. (A) 3T3-L1 preadipocytes were induced to differentiate in the presence of DMSO or 10, 50 or 100 *μ*g/mL of bilberry extracts for six days. On day 7, the cells were stained with Oil Red O and photographed. The lipid content in these cells was quantitatively determined as described in the Methods and Procedures. Data are expressed as the ratio of samples/control (DMSO treated cells) levels (n = 3). The results are shown as the mean ± S.D. (* *p *< 0.05, ** *p *< 0.001, Welch's t-test). (B) 3T3-L1 preadipocytes were induced to differentiate in the presence of DMSO or 100 *μ*g/mL of bilberry extracts. The Ppar *γ *and adiponectin mRNA levels on day 7 of differentiation were determined by the real-time RT-PCR (n = 3). *β *-actin was used as the reference gene (** *p *< 0.001, Welch's t-test).

### Bilberry extracts inhibited the expression of adipocyte differentiation-associated transcription factors

It has already been reported that transcriptional network of adipocyte differentiation is dominated by three pathways (insulin, glucocorticoid and cAMP). We investigated the effects of the bilberry extracts on the expression of transcription factors that are associated with these three pathways. As shown in Figure 2A, treating cells with bilberry extracts decreased the mRNA levels of Ppar *γ *and C/ebp *α *which play key-roles in adipocyte differentiation. We also evaluated the effects on C/ebp *β *, C/ebp *δ *, Klf5, and Srebp1c transcription factors that are upstream of Ppar *γ *and C/ebp *α*. Among these transcription factors, Srebp1c expression was significantly decreased on days 2 and 3, while the expression of C/ebp *δ *and Klf5 did not differ between the bilberry-treated and control cells (Figure 2B). These results raised the possibility that the main effects might be dependent on insulin pathway.

**Figure 2:**
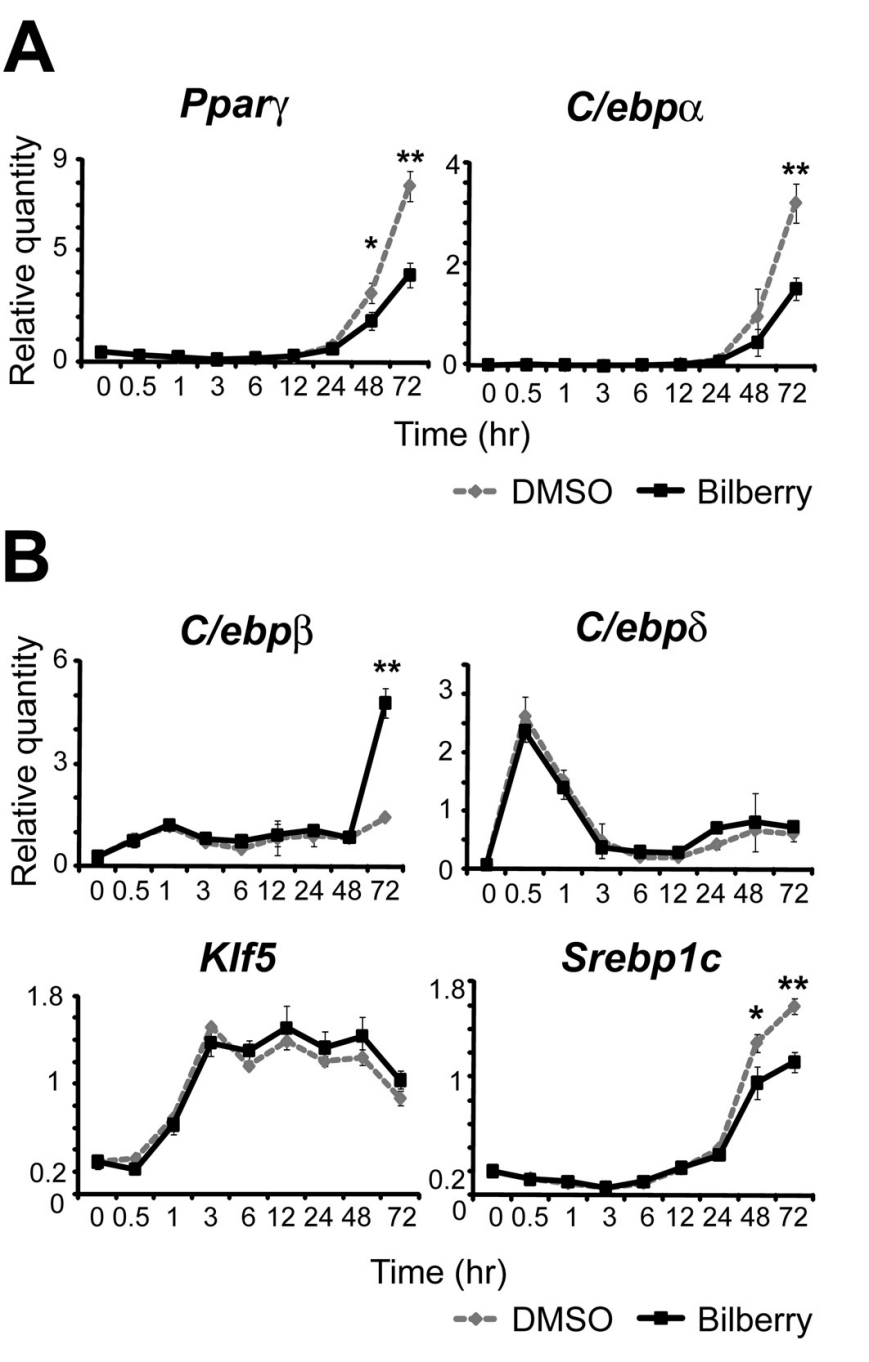
**Effects of bilberry extracts on the expression of adipogenesis-related transcription factors**. 3T3-L1 preadipocytes were incubated with DMSO or 100 *μ*g/mL of bilberry extracts and induced to differentiate. The expression levels of (A) master regulators of adipocyte differentiation; Ppar *γ *, C/ebp *α *, (B) upstream genes; C/ebp *β *, C/ebp *δ *, Klf5 and Srebp1c at various time points after induction were measured by real-time RT-PCR (n = 3). The results are expressed as the fold increase relative to the controls after normalizing to the *β *-actin expression levels. The results are shown as the mean ± S.D. (* *p *< 0.05, ** *p *< 0.001, Welch's t-test).

### The effects of anthocyanidins on adipocyte differentiation

As previously noted, bilberry is a rich source of anthocyanidins; a kind of flavonoids. To investigate whether the effect of bilberry extracts are derived from anthocyanidins, we examined the inhibitory effects of five major anthocyanidins [pelargonidin, cyanidin, delphinidin, peonidin, and malvidin (Figure 3A)] on differentiation of 3T3-L1 cells. These anthocyanidins occur naturally in bilberry at high concentrations [21]. Oil Red O staining revealed that all of the anthocyanidins also effectively inhibited lipid accumulation in 3T3-L1 cells (Figure 3B). In addition, out of the five anthocyanidin tested, delphinidin was most effective in down-regulating Ppar *γ *and Srebp1c mRNA levels (Figure 3C).

**Figure 3:**
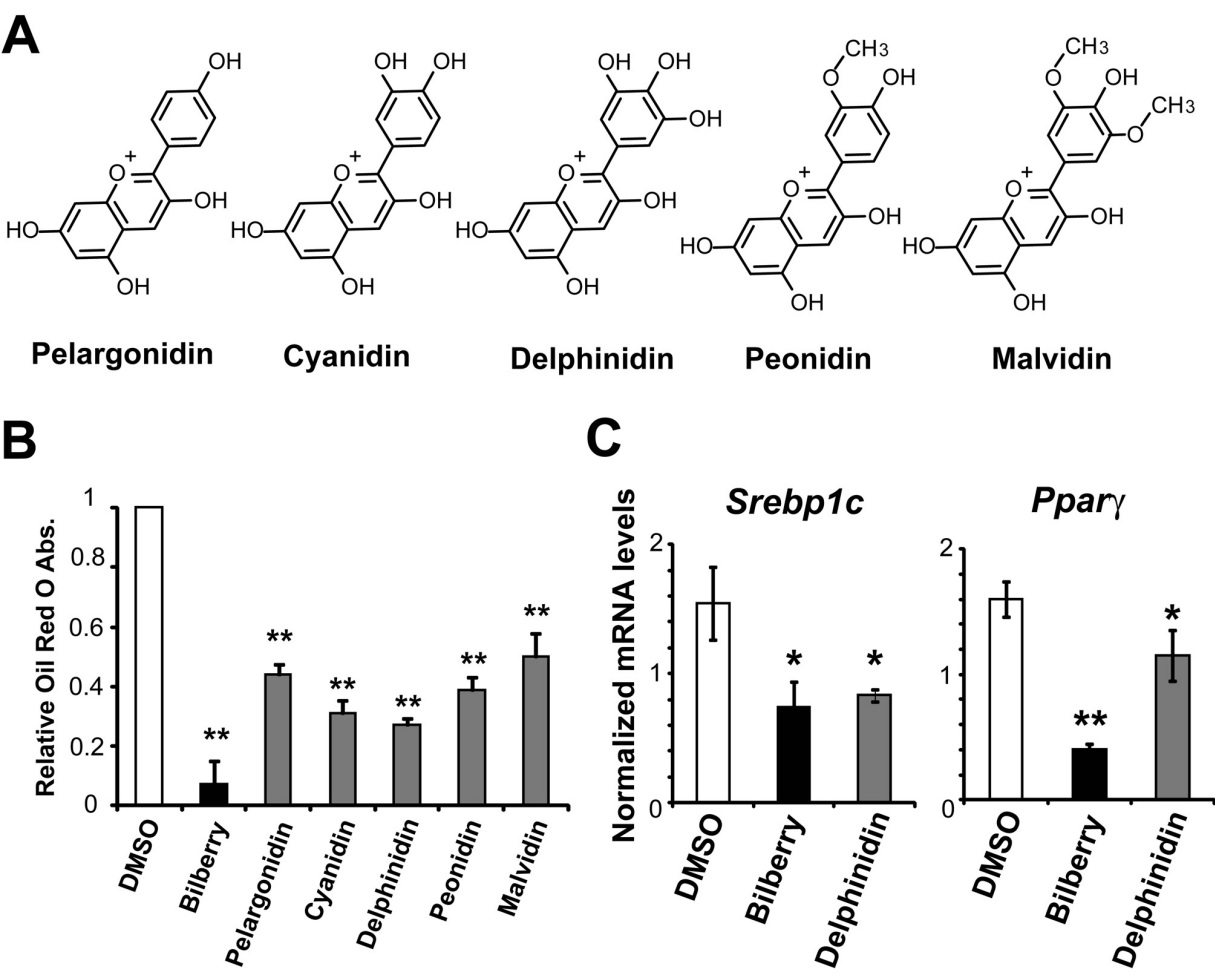
**Anthocyanidins contained bilberry extracts that inhibited 3T3-L1 adipocyte differentiation**. (A) Chemical structures of the five major anthocyanidins: pelargonidin, cyanidin, delphinidin, peonidin, and malvidin. (B) 3T3-L1 preadipocytes were induced to differentiate in the presence of DMSO, 100 *μ*g/mL of bilberry or 100 nM of the five anthocyanidins. On day 7, the cells were stained with Oil Red O and the lipid content in these cells was quantitatively determined (n = 3). Results are shown as the mean ± S.D. of the ratio of samples/control (* *p *< 0.05, ** *p *< 0.001, Welch's t-test). (C) 3T3-L1 preadipocytes were induced to differentiate in the presence of DMSO or 100 nM of delphinidin. The Srebp1c (day 2) and Ppar *γ *(day 7) mRNA levels were determined by the real-time RT-PCR (n = 3). *β *-actin was used as the reference gene (** *p *< 0.01, Welch's t-test).

### Anthocyanidins and bilberry extracts inhibited insulin signaling pathway

The altered expression of transcriptional factors led us to speculate about its potential impairing effects on the insulin signaling pathway, since these factors are known to play vital roles in the insulin signaling. We examined the effects of delphinidin and bilberry extracts on phosphorylation of IRS1 by insulin stimuli. 3T3-L1 preadipocytes were treated with 100 *μ*g/mL bilberry extracts or 100 nM delphinidin with 100 nM insulin for 5 min. When delphinidin or bilberry extracts were added in culture media, the ratio of pIRS1/IRS1 was not increased by insulin treatment as compared with the DMSO control (Figure 4A). Moreover, we compared the whole-genome expression profiles of adipocytes on day 2 (early stage of differentiation) under four different conditions (DMSO, bilberry, delphinidin, or cyanidin) by microarray analyses. 

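3T3-L1 is a mouse cell line of preadipocytes that become adipocytes after hormonal induction. Labeled RNA of these cells was hybridized to Agilent Whole Mouse Genome arrays with 1 dye, and there was 1 array for each of the 4 conditions on day 2: 0.1% DMSO, 100 μg/mL bilberry extracts, 100 nM delphinidin and 100 nM cyanidin. All 4 arrays lay on 1 slide and were read in 1 scan. There were no replicates, so no difference below has a replicate check or a p-value, and the number of arrays limits the precision of each value. The authors deposited the scanner software's output for every spot. Its processed signal is an intensity from which the software had subtracted the local background, and spots at or below background carry a surrogate value in its place. Each array had 43379 spots with 41174 non-control probes. The 75th percentile of the processed signal was 861 on the DMSO array, 576 on the bilberry array, 1009 on the delphinidin array and 1016 on the cyanidin array. Probes well above background, by the software's own test, numbered 24498 with DMSO, 23148 with bilberry, 25309 with delphinidin and 25048 with cyanidin. As in the paper's methods, each signal was divided by the 75th percentile of its own array, here taken over the non-control spots. No signal was as low as the methods' floor of 0.01. Spots that the software marked as outliers (701 to 875 per array) were left out and spots of the same probe were averaged on the log2 scale, which left 39373 probes with a value on all 4 arrays. After this scaling the median log2 ratio to DMSO over 14895 genes was 0.15 with bilberry, -0.03 with delphinidin and -0.00 with cyanidin. Scaling to the spike-in control RNAs, chosen after seeing the data, moved these medians to -1.39, 0.23 and 0.23. Where a probe was not well above background on an array, only a bound is given there: the brighter array's value against the higher of the dim probe's own signal and the lowest signal among probes well above background on the dim array.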

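The ratio to the DMSO array was over 2 or under 1/2 in all 3 treatments at 753 probes, of which 132 were higher in all 3, 564 were lower in all 3 and 57 differed in direction. The alternative that moved this count most was normexp background correction, with 82 probes (15 higher and 15 lower in all 3), and 107 probes after a refit chosen after seeing the data, since 1 spot had set the first fit on the bilberry array. Scaling to the spike-in controls, also chosen after seeing the data, gave 28 higher and 692 lower in all 3. Only 147 of the 753 probes were well above background on all 4 arrays and 192 were so on none. The share not well above background on all 4 arrays was 80.5%, against 45.3% of all probes. Taken singly, 5561 probes passed 2-fold with bilberry, 2763 with delphinidin and 2950 with cyanidin. The share that was higher was 46.8% with bilberry, 38.1% with delphinidin and 29.5% with cyanidin. Quantile normalization gave shares of 51.7% with delphinidin and 47.1% with cyanidin, and spike-in scaling gave 1.04% with bilberry, 60.1% with delphinidin and 48.2% with cyanidin. With normexp the bilberry share was 97.0%, before the refit.

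All 3 comparisons share the DMSO array, so its own deviations enter each of them. When each of the other arrays was taken as the common reference instead, the same count was 2724 for the bilberry array, 544 for the delphinidin array and 786 for the cyanidin array. Among probes well above background on all 4 arrays the counts were 147 with DMSO, 1076 with bilberry, 33 with delphinidin and 51 with cyanidin as the reference. In 100 simulations of unchanged arrays with the noise of replicate spots, a mean of 14.0 probes passed in all 3 comparisons, and 0.08 among probes well above background. With the spread between the delphinidin and cyanidin arrays as the noise, these means were 878 and 97.0, with 67 to 116 in single simulations among probes well above background. All 4 simulated arrays had that spread, whose SD was 0.27 among probes well above background on all 4 arrays. The bilberry array differed from the delphinidin array with an SD of 0.61, so these simulations do not cover its noise. Across 21666 probes well above background on all 4 arrays, the log2 ratios of delphinidin and cyanidin to DMSO had a Pearson's r of 0.75 and a Spearman's rho of 0.77. For bilberry and delphinidin r was 0.45 and rho 0.44, and for bilberry and cyanidin r was 0.43 and rho 0.44. Over all probes rho was 0.66 for delphinidin and cyanidin, but only 0.13 for bilberry and delphinidin and 0.14 for bilberry and cyanidin. Of all 41174 probes, 14582 were well above background on no array. Such probes can carry near-constant offsets, such as Irs3 at 0.53, -0.52 and -0.50 and Pik3cg at 0.52, -0.52 and -0.50. The rho over all probes therefore cannot be read as likeness of the treatments alone. Unchanged arrays that share a DMSO array had a mean r of 0.50 and a mean rho of 0.45 in the simulations with replicate spot noise. Equal noise on all 4 simulated arrays set that r in advance, and the real spreads were unequal. It is therefore no benchmark for any of the pairs above. These correlations are across probes, which are not independent replicates. The common probes were also unevenly placed, with 520 of the 17766 probes spotted in rows 191 to 418 of the array (2.93%) and 229 of the 23163 other probes spotted singly (0.989%).

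**Figure D1:**
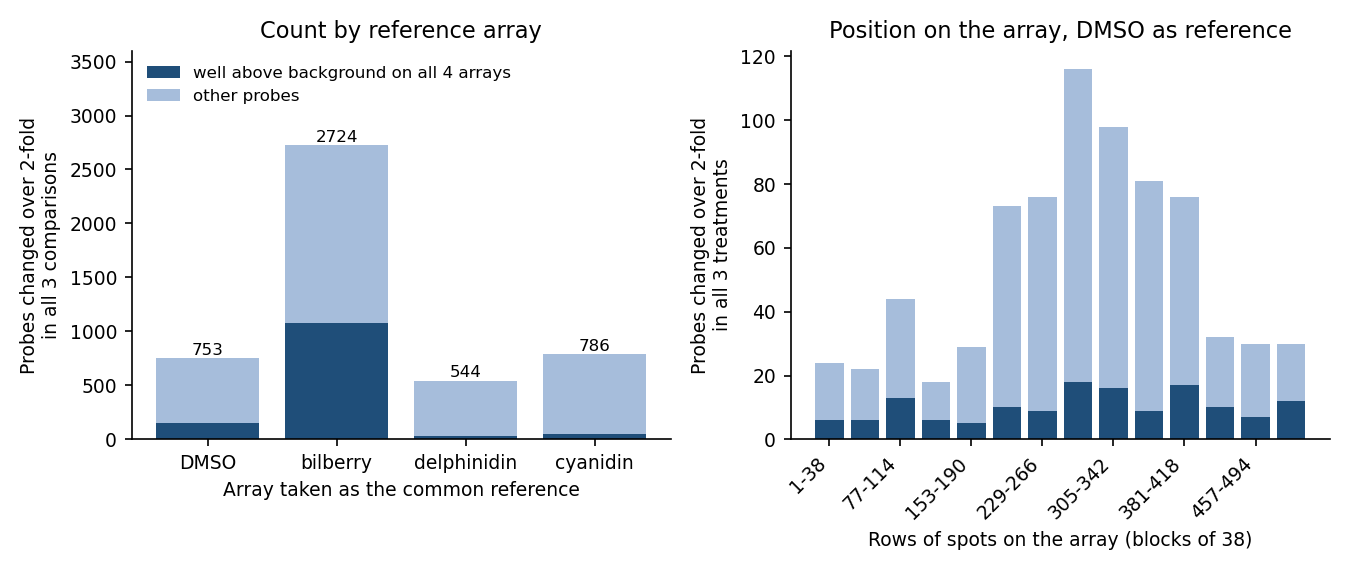
Left, the number of probes changed over 2-fold in all 3 comparisons when each of the 4 arrays is taken as the common reference, in dark blue for probes well above background on all 4 arrays and in light blue for the others. Right, the 753 probes found against DMSO that were spotted singly, by rows of spots on the array in blocks of 38, in the same colors. The count with the cyanidin array as the reference (786) lies above that with DMSO (753), and the blocks from row 191 to row 418 hold more of the probes than the others.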

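The genes with the largest change among probes well above background on all 4 arrays were ranked by the smallest log2 ratio among the 3 treatments. Of 12899 genes, those that rose most were Adcyap1r1, Etv4, S100b, Apod and Adamts8. Adcyap1r1, with its probe on chromosome 6 of mm8 from 55430413 to 55430472, had log2 ratios of 2.40 with bilberry, 2.23 with delphinidin and 1.74 with cyanidin. The smallest log2 ratio was 1.60 for Etv4, 1.59 for S100b, 1.56 for Apod and 1.52 for Adamts8, whose other probe rose as well (1.38, 2.44 and 1.39) except that spike-in scaling made its bilberry value -0.16. The genes that fell most were Cdk17, Acox2, Wfdc12, Trim14 and Trarg1. Cdk17, with its probe on chromosome 10 from 92658506 to 92658565, had log2 ratios of -3.77, -3.48 and -3.48, but its other probe was not well above background on any array. Acox2 had -3.76, -4.10 and -3.46, and Wfdc12 had -4.42, -4.23 and -2.87. Normexp before its refit turned the bilberry values of Acox2, Trim14 and Trarg1 to 0.05, 0.52 and 0.26. Of the 5 genes that fell most, all but Wfdc12 have their probe in rows 191 to 418, as do Adcyap1r1 and Etv4 of those that rose.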

The microarray analysis showed that 784 probes were commonly differentially expressed (fold change > 2) among the three conditions compared to the DMSO-treated cells. A subsequent GSEA analysis of these 784 probes revealed that altered-genes were associated with the insulin signaling pathway (KEGG: 4910, http://www.genome.jp/dbget-bin/get_pathway?org_name=hsa&mapno=04910 and were most significantly (p < 0.0001) overlapped with them in KEGG pathways (Figure 4B). These data indicate that anthocyanidin and bilberry blocked insulin signal during adipocyte differentiation (Figure 4C).

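The authors' list of pathway genes was not used here, and a list of 132 insulin signaling genes was written by hand from general knowledge of the pathway. It is not the KEGG list. Of these, 127 had a probe with values on all 4 arrays, and each gene was represented by its probe with the highest mean signal. Only 1 of the 127 genes, Prkaa2, passed 2-fold in all 3 treatments. In 10000 random lists of the same size, matched on mean signal and drawn from 21593 named genes of which 443 passed, the mean was 1.64 genes, and the count of 1 lay at percentile 34.6. The Prkaa2 probe lies on chromosome 4 of mm8 from 104533035 to 104533094 and in rows 191 to 418 of the array. It was well above background with bilberry alone, at least 4.40-fold above DMSO, and no fold is given for delphinidin or cyanidin, where neither it nor the DMSO value was well above background. The count moved most when any probe of a gene could pass, with 3 genes (Mapk8, Pik3cd and Prkaa2) against a mean of 3.07 in random lists matched also on the number of probes. It was 0 under quantile normalization, where the random mean was 1.68, and 0 when the same direction was required in all 3 treatments. Among probes well above background on all 4 arrays it was 0 as well, against a random mean of 0.604.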

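The paper's scheme joins insulin signal to adipocyte transcription factors, and the genes it names were read from the same arrays. Each value is the log2 ratio to DMSO. Spike-in scaling lowers every bilberry value by the same amount, and under it each bilberry value above 0 in this paragraph is below 0. Insr (1 probe, on chromosome 8 of mm8 from 3159473 to 3159532) was at -0.42 with bilberry, -0.63 with delphinidin and -0.27 with cyanidin, but at 2.14 with bilberry under normexp and at 0.21 after its refit. The brighter of the Irs1 probes, on chromosome 1 from 82112141 to 82112200, was at 0.10, 0.20 and -0.02. Its bilberry value was -0.08 under quantile normalization and -0.44 under normexp before its refit, but 0.04 after it. Its cyanidin value was 0.21 under spike-in scaling. Slc2a4, which encodes the insulin-responsive glucose transporter, was at -1.54, -0.61 and -0.28. Under normexp its bilberry value was 0.08 before the refit and -1.03 after it. The brighter Akt1 probe was at 0.56 with bilberry and 0.03 with both anthocyanidins. Under normexp its bilberry value was -0.09 before the refit and 0.50 after it. The other Akt1 probe was at 0.62, 0.07 and 0.11, and at 0.79 with bilberry under normexp before its refit.

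Pparg, whose probe lies on chromosome 6 from 115455814 to 115455873, was at 0.15 with bilberry, close to the median of all genes on that array, and at 0.31 with delphinidin and with cyanidin. Its bilberry value was -0.10 under quantile normalization, -0.46 under normexp before its refit (0.10 after it) and -1.39 under spike-in scaling. The brighter Cebpa probe was at 0.50, 0.20 and 0.32. Its bilberry value was -1.04 under spike-in scaling and -0.04 under normexp before its refit (0.45 after it). The brighter Klf5 probe was at 0.72, 0.48 and 0.39, with -0.82 for bilberry under spike-in scaling. The other Klf5 probe was at 0.38, 0.17 and 0.13, and at -0.03 with delphinidin and -0.07 with cyanidin after the refitted normexp correction. Cebpb and Cebpd were at 0.54 and 0.30 with bilberry under the main scaling. Under normexp they were at -0.12 and -0.30 before its refit and at 0.48 and 0.30 after it. With bilberry both were below 0 under spike-in scaling, with Cebpd at -1.24 there and at -0.03 under quantile normalization. With delphinidin they were at -0.07 and -0.23 (0.19 and 0.03 under spike-in scaling, with Cebpb at 0.03 under quantile normalization), and with cyanidin at -0.31 and -0.26. The only Srebf1 probe was marked as an outlier on the DMSO array. With the marked spots kept, its values were 0.47, -0.08 and 0.18. Adipoq was at -1.07 with bilberry, -0.19 with delphinidin (0.07 under spike-in scaling) and 0.23 with cyanidin. The 3 Fabp4 probes were between -1.25 and -0.88 with bilberry, between -0.23 and -0.15 with delphinidin (all above 0 under spike-in scaling, and 1 at 0.06 under quantile normalization) and between -0.04 and 0.11 with cyanidin (all above 0 under both of these, and 1 of the lower probes at 0.00 under normexp). A Fasn probe was at 0.45 with bilberry (-1.09 under spike-in scaling), 0.47 with delphinidin and 0.60 with cyanidin. A brighter Fasn probe was at 0.32 with delphinidin and 0.30 with cyanidin. It had no bilberry value under the main settings and was at 0.68 there with the marked spots kept. The Prkaa1 probes were between -0.16 and 0.06 over the 3 treatments under the main scaling. The brighter of them was at 0.06 with bilberry, but at -0.12 under quantile normalization, -0.49 under normexp before its refit (0.01 after it) and -1.48 under spike-in scaling. Under spike-in scaling the Prkaa1 probes were above 0 with delphinidin and with cyanidin. The Lep probe was not well above background on any array. From the expression data and the phosphorylation of IRS1 in Fig. 4A, the paper concludes that anthocyanidin and bilberry blocked insulin signal during adipocyte differentiation.

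**Figure D2:**
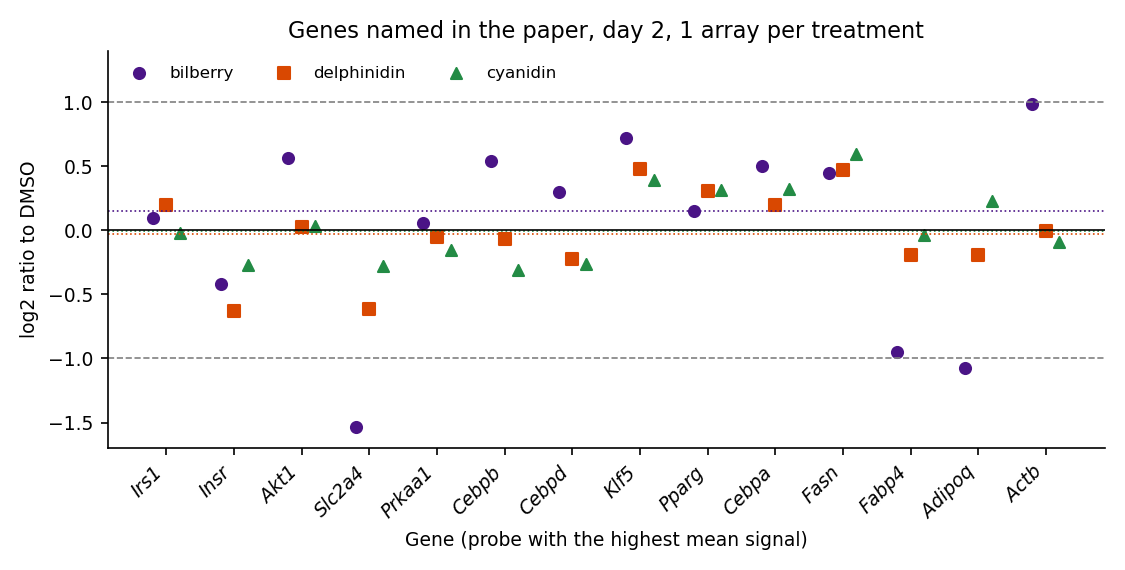
The log2 ratio to DMSO (vertical axis) of 14 genes named in the paper (horizontal axis), on the bilberry (circles), delphinidin (squares) and cyanidin (triangles) arrays of day 2. Each gene is shown by its probe with the highest mean signal among those with a value on all 4 arrays, which for Fasn is not its brightest probe. Dotted lines mark the median of all genes on each array and dashed lines mark 2-fold. Slc2a4 and Adipoq lie beyond 2-fold below DMSO with bilberry alone, at -1.54 and -1.07, and under spike-in scaling all circles above 0 would lie below 0. The Actb probe shown is the one that the files place on chromosome X.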

**Figure 4:**
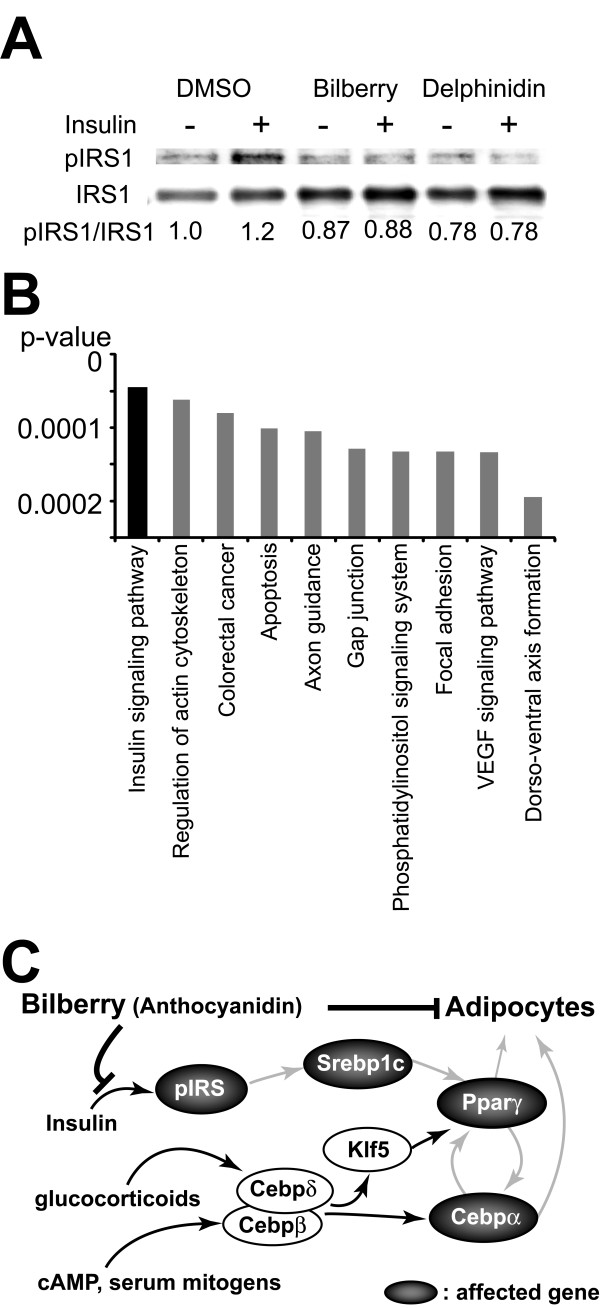
**Bilberry and anthocyanidins inhibit the insulin signaling pathway**. (A) 3T3-L1 preadipocytes were treated with DMSO, bilberry extracts (100 *μ*g/mL) or delphynidin (100 nM), and then stimulated with or without insulin (100 nM) for 5 min. Protein levels of IRS1 and pIRS1 were analyzed by western blot analysis. Band densities were quantified using Image Gauge 4.22 image analysis software. Protein levels are expressed as fraction of control (DMSO treated and without insulin stimulation cells) level. (B) Top significant pathways of the genes commonly altered in the "Bilberry", "Delphinidin" and "Cyanidin" by GSEA (Fisher's exact test). (C) The hypothetical scheme of a mechanism that anthocyanidins-enriched bilberry extracts inhibit adipocyte differentiation via insulin signal.

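Hand-written lists stood in for a further category of the panel and for a pair of gene groups that it does not show. In the focal adhesion list, 2 of 110 genes (Lama5 and Ccnd1) passed 2-fold in all 3 treatments, against a mean of 1.14 in matched random lists (percentile 78.8). Both also passed among probes well above background on all 4 arrays, where the random mean was 0.486 (percentile 95). The planned normexp left Ccnd1 alone at percentile 87.2 (random mean 0.259), and under quantile normalization the 2 genes were at percentile 76.2. Under alternatives chosen after seeing the data, the 2 genes were at percentile 96.2 with rows 191 to 418 left out (random mean 0.428) and at 98.0 with the refitted normexp (random mean 0.303). Spike-in scaling, also chosen after seeing the data, left Lama5 alone at percentile 53.3. None of the 62 ribosomal protein genes with a value passed, with a random mean of 0.123, and none of the 62 oxidative phosphorylation genes, with a random mean of 0.127. The median log2 ratio of the focal adhesion list relative to all genes was -0.09 with bilberry (percentile 1.02 among 10000 matched lists), -0.06 with delphinidin (percentile 0.195) and -0.00 with cyanidin (percentile 13.1).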

## Discussion

In this study, we examined the effect of bilberry extracts containing large amount of flavonoids, on adipocyte differentiation and the transcriptional network. The data showed that bilberry extracts inhibited the adipocyte differentiation of 3T3-L1 cells in a dose-dependent manner and also bilberry extracts down-regulated the expression of three transcriptional factors; Ppar *γ *, C/ebp *α *and Srebp1c. Next, we tested whether anthocyanidins; the major flavonoids of bilberry, had effects on adipocyte differentiation in a similar way. Indeed, anthocyanidin down-regulated the expression of Ppar *γ *and Srebp1c genes. Therefore, in presence of isulin stimuli, the level of Srebp1c is elevated which in turn results in up-regulation of Ppar *γ *and C/ebp*α *gene expression (Figure 4C). These results made us to hypothesize that the major effects of anthocyanidins was to block insulin signal. Western blotting analysis showed that bilberry extracts and anthocyanidin decreased the tyrosine phosphorylation of IRS1. In addition, genome-wide microarray experiments and GSEA revealed that in the early differentiation stages, bilberry extracts or anthocyanidins altered expression of genes in the insulin pathway. These data indicate that 1) bilberry extracts inhibit adipocyte differentiation via the insulin pathway and 2) these effects are primarily mediated by the action of anthocyanidins.

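Over the 114 insulin signaling genes of the hand-written list that were well above background on at least 1 array, the median log2 ratio relative to all genes was 0.15 with bilberry, 0.00 with delphinidin and 0.01 with cyanidin. Among matched random lists these medians lay at percentiles 98.2, 22.2 and 33.2. The bilberry median was moved most by normexp before its refit, to -0.26 (percentile 29.1). It was 0.05 (percentile 95.95) after the refit and 0.09 (percentile 92.7) under quantile normalization. Of 107 genes of the list that were well above background on all 4 arrays, 1 was higher and 2 were lower by more than 2-fold with bilberry, 1 was higher with delphinidin and 1 was lower with cyanidin.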

Recent investigations suggested that Srebp1c is the earliest transcription factors involved in adipocyte differentiation and Srebp1c is required to induce Ppar *γ *downstream of C/ebp *β *and C/ebp *δ *[22], these results suggest that bilberry extracts-induced inhibition of adipocyte differentiation may be predominantly associated with unchanged Srebp1c expression, accompanied by a strong inhibition of Ppar *γ *and C/ebp *α *in the transcriptional network. Notably, Kim et al. [23] demonstrated that ectopic expression of a dominant-negative Srebp1c inhibited preadipocyte differentiation, while overexpressing this protein significantly enhanced the adipogenic activity of Ppar *γ*. In their subsequent study, it was reported that insulin stimuli significantly increases Srebp1c expression in adipocytes [19].

More recently, Takikawa et al. [21] demonstrated that dietary bilberry extracts activate AMP-activated protein kinase (AMPK) in white adipose tissue. It was also reported that insulin-mediated activation of Akt can negatively regulate AMPK activity [24]. Therefore, it is deliberated that the inhibitory effects of anthocyanidin and bilberry extracts on IRS1 phosphorylation lead to Akt inactivation and AMPK activation. Additionally, Hafeez et al. [25] revealed that anthocyanidin; delphinidin induced apoptosis of prostate cancer cells and Lamy et al. [26] showed delphinidin inhibited phosphorylation of vascular endothelial growth factor (VEGF) receptor-2 in human umbilical vascular endothelial cells. 

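Lists of apoptosis and VEGF signaling genes were likewise written by hand from general knowledge and share some genes with each other and with the insulin signaling list. None of 78 apoptosis genes passed 2-fold in all 3 treatments, where random lists of the same size and signal had a mean of 0.676. Quantile normalization and spike-in scaling each gave 1 gene, Il3, whose probe was not well above background on any array. None of 63 VEGF signaling genes passed, against a random mean of 0.826, and Pik3cd alone passed in both lists when any probe of a gene could count. The median log2 ratio of the apoptosis list relative to all genes was 0.04 with bilberry, -0.04 with delphinidin and 0.03 with cyanidin, at percentiles 69.3, 4.82 and 55.6 of matched random lists. Quantile normalization lowered the delphinidin median to -0.095 (percentile 0.595, outside the 95% range of random lists) and the cyanidin median to -0.01 (percentile 43.5), and normexp moved the bilberry median to -0.22 (-0.02 after its refit) and the delphinidin median to 0.01 (percentiles 57.3 and 11.3 before the refit). For the VEGF signaling list the medians were 0.03, -0.01 and -0.03 (percentiles 53.8, 21.5 and 11.2), with the bilberry median at -0.01 under quantile normalization, -0.14 under normexp and -0.0038 after its refit. The probes of Kdr, which encodes VEGF receptor-2, were not well above background on any array.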

Our GSEA results indicated that anthocyanidins altered genes known to be linked with "Apoptosis" and "VEGF signaling pathway" (Figure 4C) and these findings are consistent with other published reports. In essence of the data presented here and previous reports, it seems plausible that bilberry extracts or anthocyanidins might be interacting with the cellular receptors like IR or VEGFR. However, further investigation is required to validate this hypothesis.

To further elucidate the properties of bilberry extracts and anthocyanidins, we tested the inhibitory effects of five major anthocyanidins that are present in bilberry, including pelargonidin, cyanidin, delphinidin, peonidin, and malvidin, on 3T3-L1 differentiation. Although, all the five anthocyanidins effectively inhibited the lipid accumulation in 3T3-L1 cells, but the reasons for exhibiting differences in their inhibitory efficiencies was unclear. Perhaps, it may be from the number of hydroxyl groups present on the B-ring and the hydrophilic properties as shown in Figure 3A. The differences in their efficiencies displayed by these anthocyanidins warrants a more elaborate study to further elucidate the underlying mechanisms involved in their mode of action.

## Conclusions

We demonstrated that anthocyanidins-enriched bilberry extracts inhibited adipocyte differentiation via insulin pathway. These findings provide important insight and implications for preventing and treating obesity associated with metabolic syndrome.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

RS and MTan contributed to design the study, analysis and interpretation of data, and drafting of the manuscript. MTak, AH and BY assisted with interpretation of the result and critical revision of the manuscript. HT and MK supervised the analyses and helped to draft the manuscript. All authors have given their final approval of the submitted version of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

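RNA of 3T3-L1 cells on day 2 of differentiation was measured on 1 Agilent Whole Mouse Genome array per condition, for DMSO, bilberry extracts, delphinidin and cyanidin. The authors labeled total RNA with 1 dye, scanned the arrays and deposited the output of the Feature Extraction software, which gives an intensity for every spot. The processed signal used here is an intensity from which that software had subtracted the local background and removed spatial trends. The scaling by the 75th percentile that the paper's methods describe is not in the deposited values. A deposited table of the whole series holds the same processed signal, and its largest relative difference from the spot files was 0. The real-time RT-PCR, western blotting and Oil Red O measurements of the paper are not analysed here.

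Each array was divided by the 75th percentile of the processed signal over its 43379 non-control spots and converted to log2. Control spots and spots that the software marked for uneven or outlying signal or local background were left out, which left 1801 of 41174 probes without a value on at least 1 array. Gene names came from the files and, for 24375 probes, from RefSeq accessions matched to a table of GRCm38.p6, which was used for names only. Coordinates are those of the files, on mm8. Older symbols of list genes were matched as well. A probe was called changed when its linear ratio to the DMSO array was over 2 or under 1/2, with no filter on detection, and common when this held in all 3 treatments in either direction. The same count was taken with each other array as the reference. Unchanged arrays were simulated 100 times with the noise of replicate spots, from 245 probes spotted 10 times, and 100 times with the spread between the delphinidin and cyanidin arrays.

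With 1 array per condition no test across samples was made. The precision is limited by the number of arrays, and no depth applies to an array beyond its signal over background. The SD of replicate spots of a probe, as a median over probes, was between 0.033 and 0.039 on the log2 scale and covers the spots of an array only. Gene lists were written by hand from general knowledge and were fixed before the data were examined, as were the main settings, the alternatives other than those said to be chosen after seeing the data, and the rule for named genes. The lists are insulin signaling, apoptosis, VEGF signaling, focal adhesion, ribosomal proteins, oxidative phosphorylation, adipocyte genes, SREBP1 and lipogenic genes, cholesterol synthesis, mitotic cell cycle, glucocorticoid targets, cAMP targets, aryl hydrocarbon receptor targets, NRF2 targets and interferon-stimulated genes. Each gene was represented by its probe with the highest mean signal and a value on all 4 arrays. Counts and medians of a list were set against 10000 random lists of the same size matched on mean signal in 20 bins, as a description of these arrays. The named genes are every gene the paper names, the 5 that rose and the 5 that fell most in all 3 treatments among genes well above background on all 4 arrays, and the insulin signaling genes past 2-fold in all 3 treatments.

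The alternatives were 3 filters on detection, normexp background correction with an offset of 50, quantile normalization, scaling to the median of probes well above background, a 75th percentile that includes control spots, the deposited table, a required common direction, thresholds of 1.5 and 3, marked spots kept, pairs of treatments, other probe and background rules for the lists, a floor, and all probes or another reference array for the correlations. Spike-in scaling, a refit of normexp without spots marked for an uneven local background, the floor for counts, the removal of rows 191 to 418 and the correlations under quantile normalization and the refitted normexp were chosen after seeing the data. In the planned normexp fit, a single spot on the bilberry array with a local background of 11380 drew the fitted background mean to -345, where the other arrays had -3.88 to -6.15 and the refit gave -5.65. The calculations were tested on simulated data for the comparison of DMSO with the 3 treatments over 39373 probes. Of 200 planted changes with a log2 size of 2, 97.0% were recovered. The test also called 906 probes without a planted change, 108 of them well above background. Of 200 unchanged lists, 94.5% lay inside the 95% range of random lists. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.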

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

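The tests of the spike-in signal, and those of the mitotic cell cycle list against the DMSO array, were chosen only after the result was seen. The quantile test of that list was set before.

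The paper does not report on the spike-in control RNAs, which come from outside the cells and are read by control probes of their own. Their median log2 signal, without any scaling, was 0.96 higher on the bilberry array than on the DMSO array, and differed by -0.03 with delphinidin and 0.00 with cyanidin. Of the 10 controls, the 2 brightest rose least, by 0.10 and 0.27, and the other controls rose by 0.85 to 1.14. A brighter staining or scan of the whole bilberry array is argued against, because the 75th percentile of the gene probes changed by -0.58 on the same array. Less labeled cell RNA against spike-in RNA in the bilberry sample stays possible. The gene probes less the spike-in controls moved by -1.54, but that value contains the rise of the controls itself and cannot test the explanation. An amount of spike-in RNA that differed, a lower yield of labeling and a lower content of messenger RNA in the treated cells cannot be told apart with 1 sample. The ratios between genes of an array do not depend on this, but every statement that a gene rose or fell with bilberry assumes that the bulk of the genes did not move.

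The mitotic cell cycle list, which the paper does not discuss, had a higher median in all 3 treatments. It also holds DNA replication genes, such as Mcm2 to Mcm7 and Pcna. The median log2 ratio of the 40 genes of the list relative to all genes was 0.51 with bilberry, 0.88 with delphinidin and 0.51 with cyanidin, each at percentile 100 of matched random lists. Of these genes, 25, 39 and 37 lay above the median of all genes. The list splits with bilberry, where 12 genes were higher and 3 were lower by more than 2-fold. The 3 that were lower, named after their values were seen, are Mki67 (-3.32), Cenpe (-3.48) and Cenpf (-2.86), and they were below 0 under every scaling that was run. The Mcm2 to Mcm7 probes, also named after their values were seen, were between 0.69 and 1.70 with bilberry, but under spike-in scaling Mcm5 was at 0.16 and the others were below 0. Other genes of the list went both ways with bilberry, with Kif11 at -0.24 and Ttk at -0.40 but Plk1 at 0.98 and Aurkb at 1.15. The bilberry median of the list is therefore not a rise of mitotic genes as a whole. What divides the list with bilberry was not tested. An intensity-dependent difference between arrays is argued against, since under quantile normalization the lowest of the 3 medians was 0.42 and each stayed at percentile 100. With normexp the bilberry value was 0.00 before the refit and 0.35 after it, both at percentile 100 of their own random lists. A deviation of the DMSO array, such as fewer dividing cells in that single dish, may explain the shared part. The lowest of the 3 medians, 0.51, is above random lists in each treatment as that explanation needs, but a treatment effect gives the same, and the sharing of 1 DMSO array keeps them from being told apart. The DMSO array does not enter the difference between delphinidin and cyanidin, which was 0.33 for this list (percentile 100), so its deviation cannot be the cause of that part. Deviations of the delphinidin or cyanidin dishes and an effect of the treatments on cell division or its timing are open and were not tested. The paper states that bilberry extracts had no effect on proliferation, from data that were not analysed here.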

How the results depend on the processing

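The spike-in scaling, the refitted normexp, the floor for counts, the removal of rows 191 to 418 and the correlations under quantile normalization and the refitted normexp were chosen only after the results were seen. In what follows the counts are of probes past the threshold in all 3 treatments, with bilberry, with delphinidin and with cyanidin, in that order (753, 5561, 2763 and 2950 under the main settings), and then with the bilberry, delphinidin and cyanidin array as the common reference (2724, 544 and 786).

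Scaling to the median of probes well above background, a 75th percentile with control spots, the deposited table, quantile normalization, a required common direction and the keeping of marked spots left all of these counts within 1.5 times the main ones. The count in all 3 treatments ranged from 696 to 825 over these settings. Among probes well above background on all 4 arrays the counts were 147, 2425, 525 and 502, and then 1076, 33 and 51. Among probes well above background on the DMSO array or on all 3 treated arrays they were 483, 3553, 1093 and 1165, and then 1620, 111 and 201. Among probes well above background on at least 1 array, 1595 passed with delphinidin and 1714 with cyanidin. These filters leave fewer probes that can pass. With a floor at the lowest signal well above background the counts were 290, 3047, 1070 and 1065, and then 1483, 166 and 175. With rows 191 to 418 left out they were 233, 2743, 1050 and 1118, and then 1257, 119 and 215.

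A threshold of 1.5-fold gave 2220, 12191, 6218 and 6546 probes, and 3-fold gave 281, 2160, 1171 and 1311. When 2 treatments had to pass, the count was 1365 for delphinidin and cyanidin, 1178 for bilberry and cyanidin and 1271 for bilberry and delphinidin. Normexp gave 82, 25775, 414 and 304, and then 24528, 40 and 39, where the bilberry counts follow from the background fit that 1 spot set. The refitted normexp gave 107, 1328, 414 and 304, and then 628, 38 and 32. Its offset of 50 draws the ratios of dim probes toward 1. Spike-in scaling gave 25406 with bilberry, and 19817 and 821 with the bilberry and delphinidin arrays as the reference, where every bilberry ratio is shifted alike.

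The count of 1 insulin signaling gene was 3 with any probe of the gene. It was 0 under quantile normalization, with a common direction, with normexp and its refit, with rows 191 to 418 left out, among probes well above background on all 4 arrays (as a filter or as the background), and among those well above background on the DMSO array or on all 3 treated arrays. Over all probes Pearson's r was 0.57 and Spearman's rho 0.66 for delphinidin and cyanidin. For bilberry and delphinidin these were 0.36 and 0.13, and for bilberry and cyanidin 0.34 and 0.14, against a rho of 0.44 for either pair among probes well above background on all 4 arrays. For delphinidin and cyanidin r was 0.90 with bilberry as the shared reference. It was 0.25 for bilberry and delphinidin with cyanidin as the shared reference and 0.19 for bilberry and cyanidin with delphinidin as the shared reference. The bilberry array differed from either anthocyanidin array with an SD of 0.61, against 0.27 between delphinidin and cyanidin. As a shared reference it enters both ratios, and DMSO and delphinidin also had an r of 0.82 with it. The r of 0.90 therefore does not show a shared effect of delphinidin and cyanidin. How much dim probes move the rho over all probes was not tested.

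Of 495 list medians under alternatives, 47 changed sign: 13 with normexp, 10 with rows 191 to 418 left out, 9 with the refitted normexp, 7 under quantile normalization, and the others with the floor or a filter on detection. Some settings could not change a median relative to all genes, as they rescale whole arrays or repeat the same values. They are spike-in scaling, the deposited table, the median of probes well above background and the 75th percentile with control spots. Each of them makes up 45 of the 495. In 9 of them the main median lay outside the 95% range of matched random lists, and their values follow. Relative to all genes with bilberry, normexp before its refit gave -0.26 for insulin signaling, -0.15 for cholesterol synthesis and -0.088 for NRF2 targets. After the refit these were 0.054, 0.15 and 0.22. The ribosomal protein median with bilberry, 0.05 under the main settings, was -0.68 with normexp, -0.21 under quantile normalization, -0.10 with the refitted normexp, -0.028 with rows 191 to 418 left out and -0.0022 with the floor. Glucocorticoid targets with cyanidin were at 0.015 with rows 191 to 418 left out. Apart from normexp before its refit, the cause was not tested. Of 936 values of named genes under alternatives, 70 changed sign, 34 of them under spike-in scaling and 19 with normexp. Only 5 of the 70 were past 2-fold under the main settings. With bilberry, normexp before its refit gave 0.075 for Slc2a4 (-1.03 after it), 0.054 for Acox2, 0.52 for Trim14 and 0.26 for Trarg1. Spike-in scaling gave -0.16 with bilberry for the second Adamts8 probe.

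Signal over background limits these counts, as 606 of the 753 probes were not well above background on at least 1 array. No paired analysis was possible because there was 1 array per condition and no result comes from a test across samples.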

Differences from the paper's values

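The paper's reported number of probes past 2-fold in all 3 treatments is 784, and the number here was 753, which is within 1.5 times of it. The closest setting planned before the data were examined kept the marked spots, with 787 probes. The settings set before the data were examined under which the count differed from the paper's by more than 1.5 times were the filters on probes well above background on all 4 arrays (147) and on the DMSO array or all 3 treated arrays (483), normexp (82), the 1.5-fold and 3-fold thresholds (2220 and 281) and the pairs of treatments (1178 to 1365).

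In Fig. 4B the insulin signaling pathway has the most significant overlap with the commonly altered genes. In the list written by hand here, which is not the KEGG list, 1 of 127 insulin signaling genes passed, at percentile 34.6 of matched random lists, and no setting that was run put the count above 3 genes. Apoptosis and VEGF signaling are also among the categories of Fig. 4B, and here 0 of 78 and 0 of 63 genes of the hand-written lists passed. Quantile normalization, spike-in scaling (chosen after seeing the values) and the use of any probe each gave 1 apoptosis gene, and the use of any probe gave 1 VEGF signaling gene.

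In Fig. 2 the mRNA levels of Pparg and Cebpa at 48 h were lower with bilberry extracts than with DMSO by RT-PCR. On the arrays of day 2 the log2 ratio with bilberry was 0.15 for Pparg and 0.46 and 0.50 for the Cebpa probes. Pparg was below 0 under quantile normalization (-0.10), normexp before its refit (-0.46) and spike-in scaling (-1.39, chosen after seeing the values). After the refit of normexp it was at 0.10. The Cebpa probes were below 0 under spike-in scaling (-1.08 and -1.04), and 1 of them under normexp before its refit (-0.04, and 0.45 after it). Fig. 2 also shows a lower level of Srebp1c with bilberry extracts. The single Srebf1 probe, which was not assigned to any of the gene's transcripts here, had no value under the main settings and a log2 ratio of 0.47 with bilberry when marked spots were kept.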

Other observations

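The tests of surrogate values, of the DMSO array among probes well above background on all 4 arrays, of the kinds of probe and of bright spots in rows 191 to 418, and of Actb were chosen only after the result was seen. The other tests were set before.

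The 753 common probes rest on a single DMSO array. The deviation of that array from the others was tested by the count with another array as the reference, and the cyanidin array gave 786, so an array that is not a control could give as many. Among probes well above background on all 4 arrays the count with DMSO was 147 and the larger of the counts with delphinidin or cyanidin was 51, so these probes exceed what those arrays gave. Over all probes, the 100 simulations of unchanged arrays with the delphinidin and cyanidin spread gave 812 to 964, so the count of 753 lies below each of them. Among probes well above background on all 4 arrays these simulations gave 67 to 116, and the count of 147 lies above each. But they gave the bilberry array the same spread as the others (SD 0.27), where it differed from the delphinidin array with an SD of 0.61. The excess therefore does not exclude noise of the bilberry array. That noise, a DMSO array that deviates by more than the simulated spread and a common effect of the treatments cannot be told apart there without further arrays. Noise near background may account for most of the common probes, since 80.5% of them were not well above background on at least 1 array. Surrogate values divided by different percentiles are a candidate source for part of them: 56.3% carried a surrogate value on at least 1 array, against 34.7% of all probes. An intensity-dependent difference that the 75th percentile left is argued against by the 825 common probes under quantile normalization.

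The common probes crowd in some regions of the array. Over blocks of 38 rows and 5 columns of spots, the variance over the mean of their counts was 2.81, against 1.06 in 1000 draws of probes of like signal (percentile 100). Rows 191 to 418, chosen after these counts were seen, hold 43.4% of the singly spotted probes and 520 of 749 common ones. Another kind of probe in these rows is argued against, as 58.9% of the probes there and 59.1% elsewhere had a RefSeq name. Bright spots of single arrays may explain the crowding. Of probes not well above background on the 3 treated arrays, 3.84% were well above background on the DMSO array in these rows and 0.925% elsewhere. On the other arrays the corresponding shares were 3.17% and 0.622% for bilberry, 6.32% and 2.46% for delphinidin, and 4.52% and 2.79% for cyanidin. What made the spots bright was not tested. No biological explanation was tested, as the design gives none for a position.

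The bilberry array differed from DMSO at more probes than the other treated arrays did, with 2425 against 525 and 502 among probes well above background on all 4 arrays. An intensity-dependent difference is argued against by a count of 2474 under quantile normalization. The SD of replicate spots on the log2 scale was 0.0360 with bilberry, which is higher than with delphinidin (0.0326) and cyanidin (0.0330) and 0.929 times that of the DMSO array, the highest of the others. Higher spot noise is argued against, because the log2 ratios of bilberry to DMSO had an SD of 0.68 over probes well above background on all 4 arrays, far above the SD of replicate spots, which 145 replicated probes gave on the bilberry array. Lower RNA integrity in the bilberry sample stays open. Over 4267 genes with a pair of probes at least 300 bp apart, the probe nearer the 5' end changed by a median of 0.018 against the other with bilberry, -0.01 with delphinidin and -0.04 with cyanidin, but the pairs go both ways (48.3% lower at the 5' end with bilberry) and their SD was 0.62 with bilberry, 0.31 with delphinidin and 0.38 with cyanidin. A median near 0 over such pairs does not decide between integrity and other causes. The lower signal of cell RNA against spike-in RNA on this array, a deviation of a single dish, and the different dose and make-up of an extract against a pure anthocyanidin are open and untested.

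The RT-PCR of Fig. 2 used beta-actin as the reference gene. On the bilberry array the Actb probe on chromosome 5 was at 0.70, and at -0.84 under spike-in scaling. A brighter probe that the files also name Actb, at 0.99 and -0.56, is placed on chromosome X under the name of a cDNA clone, may read another sequence such as a pseudogene, and is not used in what follows. Pparg less the Actb probe on chromosome 5 was -0.55, which a single scaling factor per array does not change, and Cebpa less Actb was -0.25 and -0.20. The choice of reference gene could turn the direction of Pparg, as the value of -0.55 is below 0. Other genes do not settle whether the reference gene is the whole explanation. By RT-PCR with the same reference the paper found no difference in Cebpd and Klf5, while on the array Cebpd less Actb was -0.40, and Klf5 less Actb was -0.32 and 0.02. With 1 array and no spread for these values, the reference gene and other differences between the assays cannot be told apart. A ratio within an array shows unequal change and not which of the genes changed. With delphinidin, Pparg less Actb was 0.41.

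The other lists were read by their median log2 ratio relative to all genes with bilberry, delphinidin and cyanidin. NRF2 targets were at 0.36, 0.32 and 0.23 (percentiles 97.9, 99.96 and 98.9), cholesterol synthesis genes at 0.32, 0.25 and 0.01 (99.0, 99.9 and 24.2) and oxidative phosphorylation genes at 0.27, 0.15 and 0.17 (95.1, 99.9 and 100). Adipocyte genes were at -0.02, 0.09 and 0.30 (23.3, 87.7 and 100) and SREBP1 and lipogenic genes at 0.12, 0.05 and -0.02 (79.9, 69.8 and 30.4). Ribosomal proteins were at 0.05, -0.21 and -0.15 (0.905, 0.00 and 0.00), with a bilberry median above all genes and below matched lists. Glucocorticoid targets were at 0.02, -0.16 and -0.12 (17.7, 0.240 and 1.07), cAMP targets at -0.08, -0.11 and -0.28 (30.9, 11.8 and 0.150) and interferon-stimulated genes at -0.41, -0.26 and -0.27 (6.43, 1.47 and 2.22). The aryl hydrocarbon receptor list, with only 4 genes, was at 0.09, 0.20 and 0.35 (56.8, 88.9 and 98.2). By count, 1 gene passed 2-fold in all 3 treatments in this list (Aldh3a1, percentile 97.8), well above background on only 3 arrays. Likewise 1 passed among NRF2 targets (Gsta3, 93.2) and 1 in the mitotic cell cycle list (Rrm2, 92.2). None passed in the adipocyte, lipogenic, cholesterol synthesis, glucocorticoid, cAMP and interferon lists. Quantile normalization brought some of these medians inside the 95% range of random lists. They were NRF2 targets with bilberry (95.1), glucocorticoid targets (5.19) and aryl hydrocarbon receptor targets (97.3) with cyanidin, and interferon-stimulated genes with delphinidin (4.18) and cyanidin (2.88). The others that lay outside stayed outside. Normexp before its refit put the interferon-stimulated median with bilberry at 0.80 (4.64), and the refit put it at -0.32 (0.65). With rows 191 to 418 left out, which also leaves fewer genes in each list, the NRF2 percentiles were 88.6, 91.7 and 78.7. Those of oxidative phosphorylation were 76.8 with bilberry and 94.1 with delphinidin, and that of cholesterol synthesis was 92.7 with delphinidin. With cyanidin they were 7.43 for cAMP targets, 18.9 for interferon-stimulated genes and 44.7 for glucocorticoid targets. For interferon-stimulated genes they were 5.24 with delphinidin and 2.36 with bilberry, and for insulin signaling and focal adhesion 94.9 and 6.55 with bilberry.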
